# Lycorine attenuated proliferation and induced apoptosis on imatinib-resistant K562 cell by inhibiting autophagy

**DOI:** 10.1007/s12672-024-01080-3

**Published:** 2024-06-10

**Authors:** Jun Bai, Zuxi Feng, Yaqiong Chen, Yanhong Li, Liansheng Zhang, Lijuan Li

**Keywords:** Lycorine, Chronic myeloid leukemia, Imatinib drug resistance, Autophagy, Apoptosis, Cycle arrest

## Abstract

**Background:**

Tyrosine kinase inhibitor (TKI) resistance is a significant factor exacerbating the burden on chronic myeloid leukemia (CML) patients and impacting clinical efficacy. The main goal is to offer new insights into overcoming drug resistance in treating CML.

**Methods:**

Imatinib (IM) resistant K562/IM cells were generated using gradient induction. Responses to IM, lycorine, and autophagy modulators were assessed using CCK-8. Protein expression of Beclin-1, Atg5, LC3, Caspase-3, P62, Bax, Bcl-2, and P-gp was detected using Western blot. Lycorine-induced apoptosis and cell cycle changes were evaluated through flow cytometry, while autophagy alterations were detected using monodansylcadaverine (MDC) staining. In the K562/IM mice model, non-obese diabetic severe combined immunodeficent (NOD-SCID) mice were subcutaneously inoculated with K562/IM cells. After 17 days of lycorine injection, assessments included tumor size, hematoxylin–eosin (HE) staining, and Ki67 expression.

**Results:**

After 72 h of IM treatment, K562/IM cells showed a 55.86-fold increase in drug resistance compared to K562 cells. Lycorine treatment for 24 h inhibited cell proliferation and induced G0/G1 phase cell cycle arrest and apoptosis in both K562 and K562/IM cells. MDC staining indicated reduced autophagy in K562/IM cells, mitigated by lycorine. In vivo experiments demonstrated reduced tumor size and Ki67 proliferation index in the lycorine treatment group (K562+L, K562/IM+L) compared to the control group, particularly in the drug-resistant group. However, no significant change in Ki67 was observed in the K562 group after lycorine treatment.

**Conclusion:**

In summary, K562/IM cells displayed heightened autophagy levels compared to K562 cells. Lycorine effectively impeded the proliferation of K562/IM cells through diverse mechanisms, including reduced autophagy, enhanced apoptosis, and induced cell cycle arrest.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12672-024-01080-3.

## Introduction

CML is a hematologic malignancy characterized by the clonal proliferation of hematopoietic stem cells, constituting 15-20% of all adult leukemia cases [1]. CML progresses through distinct phases—chronic, accelerated, and acute. Annually, approximately 3% to 4% of individuals in the chronic phase transition to the acute phase, with a median duration of 6 to 10 months [2]. The primary clinical intervention for CML involves the administration of a TKI, proving efficacious in enhancing survival rates by mitigating the acceleration and abrupt alterations characteristic of CML progression [3]. Resistance to TKIs is a significant concern, necessitating thorough examination, as the precise mechanisms remain elusive and require comprehensive elucidation.

A growing body of evidence establishes a close association between autophagy and the manifestation of various diseases, including cancer, neurodegenerative disorders, diabetes, autoimmune conditions, and cardiovascular ailments [4]. Research findings indicate a correlation between autophagy and TKI resistance, where upregulation of the Beclin-1 and ATG-5 genes renders TKIs unable to induce apoptosis in CML cells. Autophagy, acting as a protective mechanism, leads to the development of drug resistance [5]. Consequently, autophagy serves as a protective mechanism for certain CML cells, ultimately resulting in the development of drug resistance. Scientists employ autophagy inhibitors, compounds, and genetic engineering techniques to attenuate the expression of autophagy-related genes, aiming to enhance the apoptotic demise of CML cells. Clinical investigations, targeting solid tumors and hematopoietic malignancies, including CML, chronic lymphocytic leukemia, and multiple myeloma, have been conducted, involving the co-administration of autophagy inhibitors with chemotherapeutic agents [6]. However, existing autophagy inhibitors, like hydroxychloroquine, face limitations in achieving optimal plasma concentrations, necessitating the pursuit of enhanced autophagy inhibitors to address TKI resistance at its foundational level [7]. Yet, the prognosis for patients in the acute phase of CML following treatment with autophagy inhibitors is discouraging [8].

Lycorine, a monomeric compound derived from traditional Chinese medicine, is an active isoquinoline alkaloid found in Amaryllidaceae plants [9]. In a study by L Li et al., lycorine was identified as reducing the survival rate of leukemia HL-60 cells and myeloma KM3 cells, inducing apoptosis [10]. Lycorine's autophagy-inhibitory properties were observed, as it reduced lipopolysaccharide-induced autophagy through a decrease in LC3-II and an increase in P62. This reduction in autophagy subsequently decreased both the number and activity of osteoclasts, mitigating associated symptoms [11]. Therefore, we propose exploring the application of lycorine in treating CML-resistant patients, aiming to assess its efficacy in autophagy inhibition and delve into the underlying regulatory mechanisms. Such an investigation could potentially serve as a breakthrough in alleviating or reversing TKI resistance.

## Materials and methods

### Cell Lines and reagents

The K562 human myeloid leukemia cell line was procured from Guangzhou Saiku Biotechnology Co., Ltd. Cultivation of the cells took place in 1640 medium (US, Gibco, C11875500BT), supplemented with Chinese-origin fetal bovine serum (Uruguay, Abwbio, AB-FBS-1050S). Phosphate-buffered saline (PBS) (China, BasalMedia, B320KJ) was employed for buffer preparation. Key reagents, including Trizol pyrolysis solution, Green/streptomycin, and CCK-8, were sourced from Solarbio (China, R1100), AbMole (US, p1400), and Solarbio (China, m4839), respectively. Antibody dilution was performed using New Saimei (China, WB100D) products, and Glycine was obtained from Solarbio (China, G8200). The PMSF protease inhibitor was acquired from Biyuntian (China, ST505). Various antibodies were utilized: Goat anti-rabbit secondary antibody (SA00001-2), Beclin-1 rabbit polyclonal antibody (26,593-1-AP), Beta-actin rabbit polyclonal antibody (20,536-1-AP), Atg5 rabbit polyclonal antibody (10,181-2-AP), Caspase3 rabbit polyclonal antibody (19,677-1-AP), and LC3 rabbit polyclonal antibody (14,600-1-AP), all from Proteintech, US. RIPA cell lysate was sourced from Solarbio (China, r0010), and Monodansylcadaverine was obtained from Sigma (US, 30,432). The enhanced chemiluminescence (ECL) hypersensitivity luminescence kit was procured from Yeasen (China, 36208ES60). Furthermore, cell cycle and apoptosis kits were acquired from Biyuntian (China, c1052). P-gp rabbit polyclonal antibody, BAX rabbit polyclonal antibody, P62 rabbit polyclonal antibody, and Bcl-2 rabbit polyclonal antibody were obtained from Proteintech (US, 22,336-1-AP, 50,599-2-lg, 18,420-1-AP, 26,593-1-AP). Imatinib and lycorine hydrochloride were obtained from Abmole (US, M3241, M4691). Hydroxychloroquine (HCQ), 3-Methyladenine (3-MA) and Rapamycin (RAPA) were obtained from Abmole (US, M5159, M2296, M1768). HE staining and Ki67 proliferation index staining were obtained from Solarbio (China, G1120) and Proteintech (US, 28,074-1-AP).

### Construction of IM-resistant cell line K562/IM

The K562 human myeloid leukemia cell line was cultured and sustained in a cell incubator set at 37 °C with a 5% CO_2_ atmosphere. The culture medium was replenished every 2–3 days, and passaging occurred upon reaching a cellular confluence of 70-80%. An IM solution was prepared by diluting IM in 1640 medium to achieve a final concentration of 100 μM, subsequently stored in a refrigerator at 4 °C for future use [12]. Employing a gradient induction approach, we established K562/IM with an initial IM intervention concentration of 0.1 μM. This concentration increased by 0.1 μM every 7 days, reaching an IM induction concentration of 1.0 μM after approximately 2 months. Subsequently, the intervention concentration escalated by 0.5 μM every 10 days. Over this period, the K562/IM cell line, stabilized at 3 μM IM resistance, was maintained and incrementally reached 20 μM. This drug was consistently incorporated into the culture of K562 cells for 10 months. Following the cessation of IM, the cells exhibited normal proliferation in a complete medium containing 5 μM IM. Standard passages were conducted, resulting in the development of K562/IM resistant to 5 μM IM.

### IM resistance index determination of K562/IM

The K562 and K562/IM cell lines were obtained from the cell culture incubator. Sterile 96-well plates were prepared, and cells were allocated to two groups: K562 and K562/IM. Subsequently, cells were dispensed into six parallel wells within each group after fluid exchange. After a 72-h incubation period at 37 °C in a 5% CO2 cell incubator, 20 µL of CCK-8 was added to each well. Following an additional 1-h incubation, the absorbance at 450 nm was measured using an enzyme marker. The determination of the half-lethal concentration (IC50) and the calculation of the resistance index (RI) were conducted [13]. The resistance index is defined as the IC50 of resistant cells divided by the IC50 of parental cells. An RI greater than 5 indicates the presence of drug resistance.

### CCK-8 assay for detection of cell proliferation activity

K562 cells and K562/IM cells were seeded in 96-well plates at a density of 5000 cells per well. The experimental groups comprised the following treatments: 5 μM IM, 1.5 μM lycorine, 3 μM lycorine, 6 μM lycorine, 6 μM lycorine with 100 nM RAPA, 6 μM lycorine with 5 mM 3-MA, 6 μM lycorine with 20 μM HCQ, and a Control group. Each group consisted of three parallel replicate wells. After a 24-h incubation period, 20 µL of CCK-8 was introduced into each well. Subsequently, following a 1-h incubation, the absorbance values at 450 nm were quantified using an enzymatic marker. To simplify, the group denoted as K562+L refers to K562 cells treated with 6 µM lycorine, while the group designated as K562/IM+L represents K562/IM cells treated with 6 µM.

### Sequencing and analysis

We utilized K562/IM and K562/IM+L cells for mRNA sequencing, involving three samples for each condition (K562/IM and K562/IM+L). In each case, 1×10^6 cells were dispersed in 1 mL of Trizol reagent. The mRNA sequencing, along with subsequent analysis, was performed by Shanghai Tianhao Biotechnology Co., Ltd.

### Detection of apoptosis and cycle changes

K562 and K562/IM cells in the logarithmic growth phase were harvested and exposed to various dosing conditions for a duration of 24 h. Subsequently, the harvested samples were meticulously prepared and stained in accordance with the procedural guidelines provided by the apoptosis kit, with apoptosis being evaluated through flow cytometry. In addition, Wright's staining was employed to analyze cell apoptosis rates 24 h after drug administration. For the specifically chosen K562 and K562/IM cells in the logarithmic growth phase, cell cycle distribution and blockade were examined using flow cytometry following a 24-h intervention under different dosing conditions. The samples were prepared and stained according to the operational instructions provided by the cell cycle kit.

### MDC fluorescence staining for detection of autophagy acidic vesicles

MDC powder was dissolved in dimethyl sulfoxide to generate a parent solution having a concentration of 50 mM [14]. Subsequently, this solution underwent further dilution with PBS to attain a concluding concentration of 0.05 mM, facilitating fluorescence staining with MDC. The experimental groups included a 6 μM lycorine treatment group and a control group. K562 cells and K562/IM cells in the logarithmic growth stage were chosen and cultured for 24 h under the specified drug interventions. Subsequently, the cells were stained with 1 mL of 0.05 mM MDC for 15 min and examined under an inverted fluorescence microscope to observe autophagic acidic vesicles. This procedure allowed for the identification and characterization of autophagic acid vesicles.

### Detection of protein expression of K562 after different drug intervention by western blot

K562 and K562/IM cells underwent a 24-h drug treatment to constitute the experimental group, with untreated cells serving as the control group. Following this intervention, total protein extraction was executed for each group, and the bicinchoninic acid (BCA) assay kit was employed for protein quantification. Subsequently, sample volumes were determined. The experimental procedure encompassed sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) gel electrophoresis, polyvinylidene fluoride (PVDF) membrane transfer, skim milk blocking, primary antibody incubation, secondary antibody labeling, and fluorescence stimulation using the ECL luminescence solution. Following strip exposure, Image J software facilitated data processing, and GraphPad Prism software was utilized for graph analysis.

### In vivo experiment

In this study, we obtained twelve female mice belonging to the NOD-SCID immunodeficient mice, within the 3–5 weeks age range and a weight range of 18–20 g, was systematically assigned to one of four experimental groups: K562, K562/IM, K562-L, and K562/IM-L. The experimental protocols involved the utilization of K562 and K562/IM cell lines, with three mice allocated to each group. The mice were sourced from GemPharmatech Co., Ltd. located in Shanghai, China. A total of 1 × 10^7^ cells of either K562 or K562/IM in 150 μL PBS were subcutaneously administered into the right axilla of the mice. Animal experiments were approved by the Ethics Committee of the Lanzhou University Second Hospital. The mouse housing environment is maintained within a temperature range of 20 °C to 26 °C, with humidity levels between 30 and 70%, a 12-h light–dark cycle, and ample provision of drinking water and nutritionally balanced feed. Following inoculation, the dimensions of the resultant tumors were measured daily. Euthanasia criteria were established for mice exhibiting subcutaneous nodules exceeding a diameter of 18 mm or reaching 17 days post-tumor inoculation. Tumor volume was calculated using the formula (length × width^2^)/2. We confirm that the maximal tumor size/burden did not exceed the standards set by the Ethics Committee of Lanzhou University Second Hospital.

### Immunohistochemistry (IHC)

The xenograft tissues were meticulously processed, beginning with fixation in formalin, followed by paraffin embedding, deparaffinization, and hydration. Subsequently, HE staining was employed. Ki67 proliferation index staining analyses were conducted utilizing both primary and secondary antibodies, and the evaluation of IHC positivity employed the Fromowitz scoring method. Staining intensity was categorized as follows: 0 points denoted no staining, 1 point corresponded to pale yellow, 2 points represented brownish-yellow, and 3 points indicated brown staining. For each section, five randomly selected fields were scrutinized, and within each field, 100 cells were assessed. The proportion of positively stained cells was stratified as follows: < 5% was scored as 0, 5–25% as 1, 26–50% as 2, 51–75% as 3, and > 75% as 4. The final IHC score was derived by summing the scores from these two components.

### Statistical analysis

Statistical analyses were executed employing GraphPad Prism 8.0 software, with graphical representations also crafted using this software. Descriptive statistics are conveyed as mean values accompanied by their respective standard deviations. Group comparisons were executed through the application of the Student t-test and one-way ANOVA. To ascertain statistical significance, a significance threshold of P < 0.05 was applied. Levels of significance are denoted as follows: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

## Results

### Lycorine suppresses proliferation in K562 and IM-resistant K562/IM Cells

We assessed the drug sensitivity of wild-type K562 cells and IM-resistant K562/IM cells to varying concentrations of IM using the CCK-8 assay. Subsequently, we calculated the median lethal concentration (IC50) and drug resistance index. Significantly, the IM resistance of K562/IM cells exceeded that of K562 cells across varying IM concentrations after a 72-h exposure period (Fig. 1A–B). The resistance index of K562/IM cells was 55.86 times higher than that of K562 cells (Fig. 1C). Subsequently, we employed the CCK-8 assay to assess the cytotoxic impact of Lycorine on K562 cells. In comparison to the control group, the viability of K562 cells, subjected to diverse concentrations of lycorine, demonstrated a progressive, dose-dependent reduction over the course of the experiment (Fig. 1D). HCQ and 3-MA are autophagy inhibitors, suppressing the occurrence of autophagy. RAPA, on the other hand, is an autophagy activator, promoting autophagy by inhibiting the mTOR signaling pathway. Following treatment with 5 µM IM, 6 µM Lycorine, and a combination of HCQ/3-MA/RAPA for 24 h, a substantial reduction in cell viability was observed (Fig. 1E). In contrast to the control group, there was a notable reduction in cell proliferation across all experimental groups, exhibiting a more pronounced inhibitory effect as the concentration of Lycorine increased. In the K562 experiment, the cell survival of the Lycorine combined with RAPA group was higher than that of the Lycorine group. In the K562/IM experiment, the cell survival of the Lycorine combined with HCQ group was lower than that of the Lycorine group, with no statistical difference in other groups (Fig. 1F).

**Fig. 1:**
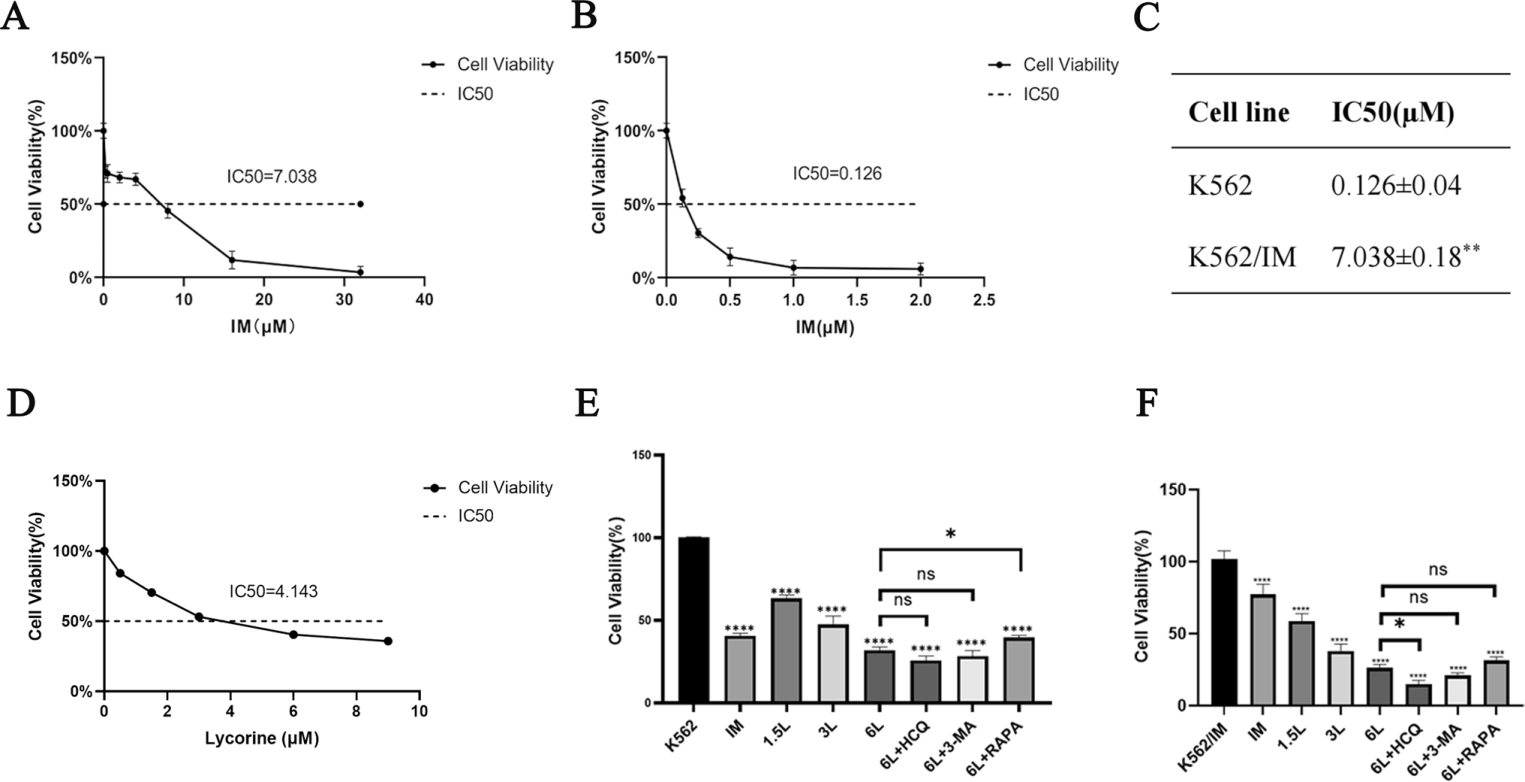
Lycorine inhibits K562 and K562/IM cell proliferation. The present study involved the assessment of cell viability in two distinct cellular strains: **A** The assessment of cell viability in the K562/IM resistant strain. Statistically significant differences were observed between these strains (P < 0.05). **B** The assessment of cell viability in the K562 normal strain. Statistically significant differences were observed between these strains (P < 0.05). To determine the half-inhibitory concentrations of K562 and K562/IM cells subjected to varying concentrations of IM over a 72-h period, the CCK-8 method was employed. **C** The IC50 of K562 cells served as a reference for comparison. **D** The cytotoxic effects of different concentrations of Lycorine on K562 cells. **E** The effects of different drug interventions on cell viability in K562 cells after 24 h. The drug groups include K562 group, IM group, 1.5 μM Lycorine (1.5L) group, 3 μM Lycorine (3L) group, 6 μM Lycorine (6L) group, 6 μM Lycorine (6L)+HCQ group, 6 μM Lycorine (6L)+3-MA group, and 6 μM Lycorine (6L)+RAPA group. **F** K562/IM cells treated with various drugs for 24 h were investigated. The drug groups include K562+IM group, IM group, 1.5 μM Lycorine (1.5L) group, 3 μM Lycorine (3L) group, 6 μM Lycorine (6L) group, 6 μM Lycorine (6L)+HCQ group, 6 μM Lycorine (6L)+3-MA group, and 6 μM Lycorine (6L)+RAPA group. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001

### Transcriptome sequencing analysis

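The RNA of 12 libraries was analysed, 3 from each of 4 groups. K562 is a human chronic myeloid leukemia cell line that carries BCR-ABL, and K562/IM is the line that the paper made resistant to imatinib (IM) by raising the drug step by step and then kept in 5 µM. The groups K562+L and K562/IM+L received 6 µM lycorine, and the time of exposure before sequencing is not given in the text. The authors deposited 1 whole-number count per gene symbol and library, without normalization, for 19447 symbols. The aligner, the counting tool and the annotation are not named in the text. Low counts piled up near multiples of 4. Of the 23289 values from 1 to 25 in the table, 67.9% were a multiple of 4 or 1 above one, against 52% of the whole numbers in that range. The total counts per library were 82779101 to 87381704 in K562 (median 83110607), 88481508 to 107344598 in K562+L (median 89147976), 75935140 to 98445779 in K562/IM (median 87876728) and 75093844 to 92154227 in the libraries labelled K562/IM+L (median 82712418). Counts were normalized by edgeR's TMM method. Genes with low counts were removed with filterByExpr (minimum count 10), and groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Differentially expressed genes had an adjusted p under 0.05 and an absolute log2 fold change over 1.

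The sample labels name the K562/IM+L libraries G2, whereas Fig. 2B and Fig. 2E name that group G6. The transcript of ABCB1, which encodes P-gp, was therefore examined in every library. ABCB1 lies on chromosome 7 of GRCh38 from 87503633 to 87713323. In CPM, counts scaled to the normalized library size, it stood at 1.76 ± 0.0930 (SD, n = 3) in K562, 4.28 ± 0.759 (SD, n = 3) in K562+L and 23.6 ± 2.07 (SD, n = 3) in K562/IM. The 3 libraries labelled K562/IM+L held 0.705, 0.488 and 1.06, below every K562 library. The paper blots less P-gp in K562/IM+L than in K562/IM (Fig. 5), so that a lower ABCB1 does not by itself go against the label. Because the group names differ, these are called the libraries labelled K562/IM+L throughout. Every direction drawn from them below rests on that label, which was left as deposited.

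**Figure D1:**
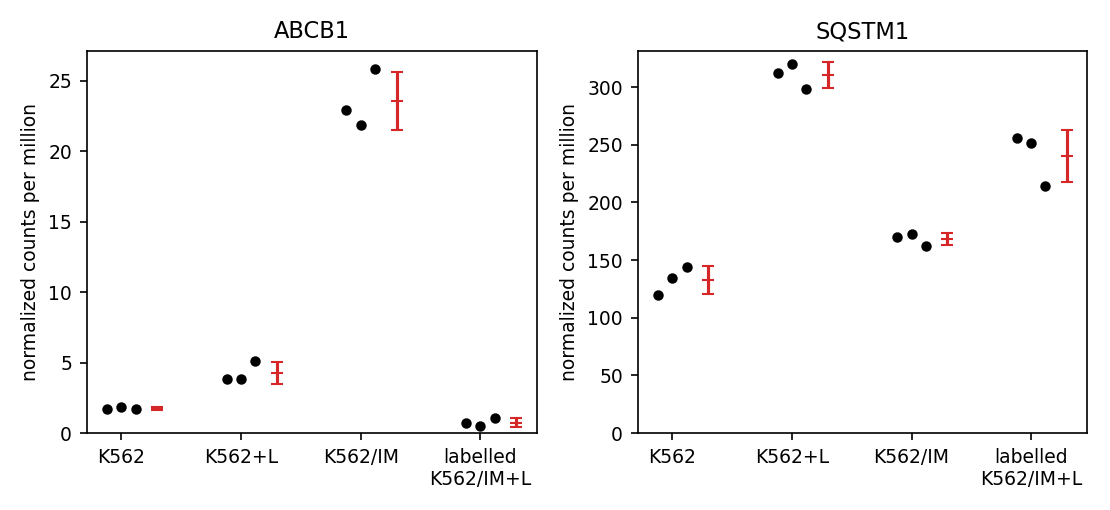
CPM of ABCB1 and SQSTM1 in each of the 12 libraries by group, with black points for libraries and red bars for the mean and SD of 3 libraries. The K562/IM libraries lie between 21.9 and 25.9 for ABCB1, and the libraries labelled K562/IM+L between 0.488 and 1.06.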

Transcriptome sequencing was employed to scrutinize the transcriptional profiles of K562, K562+L (6 µM), K562/IM and K562/IM+L (6 µM) cells. The clustering heatmap of differential mRNA (top 50) between K562 and K562+L group (Fig. 2A). 

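Between K562+L and K562, 826 of the 12927 genes tested were differentially expressed, 308 higher and 518 lower in K562+L. The count was 931 with DESeq2 in place of edgeR and ranged from 672 to 1085 across the 6 fits that each left out 1 library. Of the genes that could be read in Fig. 2A, all 15 drawn as higher and all 34 drawn as lower in K562+L passed both thresholds in that direction, with log2 fold changes of 1.26 to 3.36 and of -3.84 to -1.23. Since the figure picked these genes from the same libraries, this count is not independent evidence. JUN, on chromosome 1 of GRCh38 from 58780788 to 58784327, rose from 29.5 ± 2.39 (SD, n = 3) to 304 ± 19.2 (SD, n = 3) CPM. Its log2 fold change was 3.36 (standard error 0.10, adjusted p = 6.8e-06 from edgeR's quasi-likelihood test). GABRE, on chromosome X from 151953124 to 151974680, encodes a GABA receptor subunit and fell from 54.9 ± 3.37 (SD, n = 3) to 7.16 ± 0.146 (SD, n = 3). Its log2 fold change was -2.94 (standard error 0.094, adjusted p = 6.8e-06 from the same test). DUSP8 had the steepest rise among the 5 genes with the smallest p in that direction, with a log2 fold change of 5.35 (standard error 0.21), from a low level of 0.662 CPM in K562. PSAT1 of serine synthesis and ASNS of asparagine synthesis fell with log2 fold changes of -1.83 each, and INSIG1 of sterol control with -1.67.

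**Figure D2:**
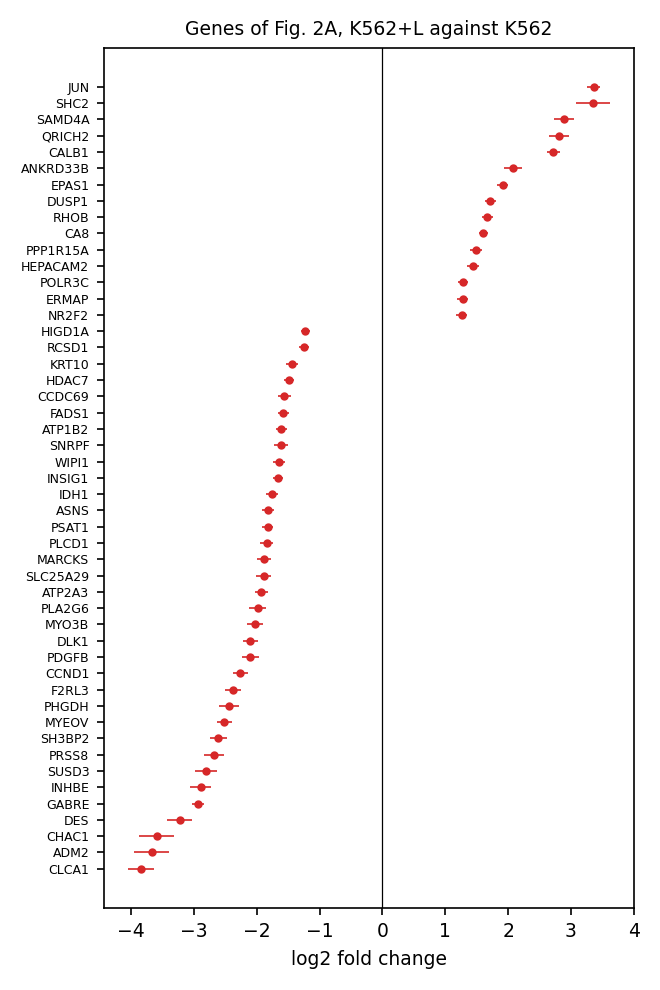
Log2 fold changes of the 49 genes of Fig. 2A in K562+L against K562, with bars for the standard error. Red marks an adjusted p under 0.05, which all 49 genes reached, and the genes lie between -3.84 and 3.36.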

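SQSTM1, which encodes the autophagy receptor p62, lies on chromosome 5 of GRCh38 from 179806398 to 179838078. It stood at 168 ± 5.36 (SD, n = 3) CPM in K562/IM and at 240 ± 22.4 (SD, n = 3) in the libraries labelled K562/IM+L. The 3 labelled libraries, which were higher, did not overlap the 3 K562/IM libraries, and chance gives no overlap in either direction for 10% of genes. The log2 fold change was 0.54 (standard error 0.082, adjusted p = 7.7e-04 from edgeR's quasi-likelihood test), under the threshold of 1. In the other line, SQSTM1 rose from 133 ± 12.1 (SD, n = 3) in K562 to 310 ± 11.0 (SD, n = 3) in K562+L, with a log2 fold change of 1.23 (standard error 0.092, adjusted p = 1.7e-04). The 2 effects differed by -0.71 (standard error 0.12, adjusted p = 3.5e-04 for the interaction). Of the 50 genes that could be read in Fig. 2B, 22 moved in the direction drawn there in the libraries labelled K562/IM+L, 4 of the 22 drawn as higher and 18 of the 28 drawn as lower.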

The clustering heatmap of differential mRNA (top 50) accentuates a marked up-regulation of the autophagy-related gene SQSTM1 (P62) in the K562/IM+L group (Fig. 2B). Kyoto Encyclopedia of Genes and Genomes (KEGG) signal pathway enrichment analysis results indicate that the differentially expressed genes are predominantly associated with autophagy and autophagy-related PI3K/Akt pathway (Fig. 2C-D). 

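The KEGG gene sets were not used here. In their place, gene lists were tested with limma's camera, in a family of 48 tests over 16 lists and 3 comparisons. The lists were written before the count files were opened, but some of them after seeing the genes drawn in Fig. 2, which comes from the same experiment. Compared with the other genes by camera, the list of autophagy machinery, with 47 genes tested, did not move as a set in K562+L against K562 (median log2 fold change 0.0056, adjusted p = 0.608). In the libraries labelled K562/IM+L against K562/IM its median was 0.26 (adjusted p = 0.138). Single members did move. In K562+L, 4 of the 47 genes were higher and 14 lower at an adjusted p under 0.05, and 18 passed when adjusted over the list alone. SQSTM1 and WIPI1 passed the fold threshold as well, WIPI1 with a log2 fold change of -1.65 (standard error 0.098, adjusted p = 7.1e-05 from edgeR's quasi-likelihood test). In the libraries labelled K562/IM+L, 25 members were higher and 10 lower, and 35 passed when adjusted over the list alone. OPTN, GABARAP, ULK1, ATG4D, NBR1 and ATG14 rose by more than the threshold, and VMP1 and TFEB fell. Differentially expressed genes made up 4.26% of the list against 6.39% of all genes tested in K562+L, and 17.0% against 28.5% in the labelled libraries. This over-representation test, Fisher's exact test chosen after the data were seen, gave adjusted p = 1 in both comparisons. Without the fold threshold the shares were 38.3% against 37.3% in K562+L (adjusted p = 0.747) and 74.5% against 66.8% in the labelled libraries (adjusted p = 0.384). The PI3K/Akt core list of 40 genes had medians of 0.062 (adjusted p = 0.319) and -0.056 (adjusted p = 0.906). The set test fry asks whether the genes of a list change, without comparing them with other genes as camera does. Under fry the autophagy list passed in both comparisons (adjusted p = 0.0119, lower, and 5.1e-05, higher). With an estimated correlation in camera it passed in neither. No list passed with that setting in any comparison, so that a miss there does not by itself count against a list. In these comparisons fry also passed 9 and 12 of the other lists, so that a pass does not set the autophagy list apart. From its KEGG enrichment, the paper concludes that the differentially expressed genes relate mainly to autophagy and to the PI3K/Akt pathway.

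**Figure D3:**
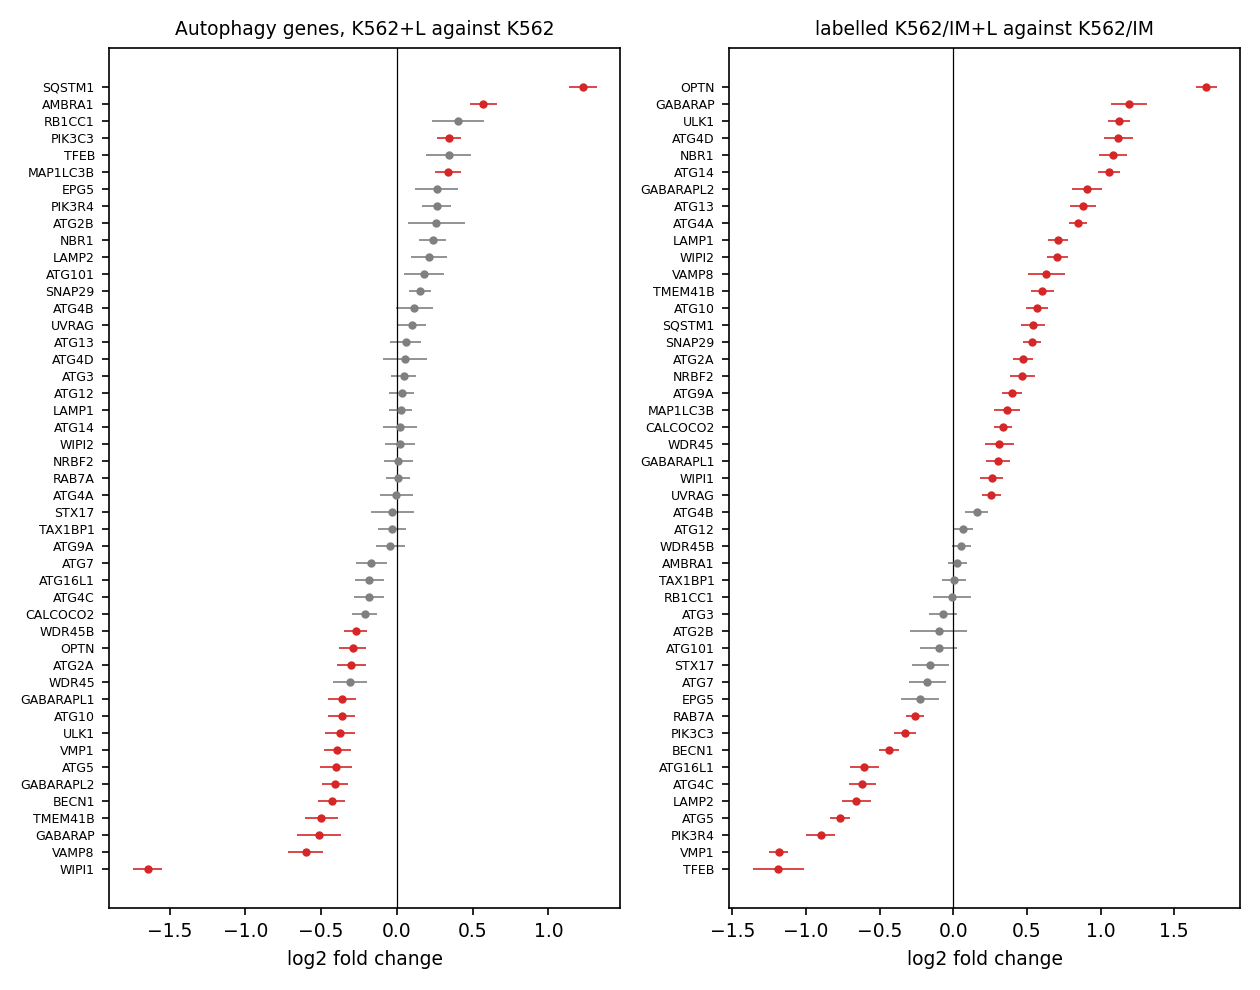
Log2 fold changes of 47 autophagy genes in K562+L against K562 and in the libraries labelled K562/IM+L against K562/IM, with bars for the standard error. Red marks an adjusted p under 0.05, reached by 18 and by 35 genes.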

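Between the libraries labelled K562/IM+L and K562/IM, 3917 of the 13727 genes tested were differentially expressed, 2022 higher and 1895 lower. With an unadjusted p under 0.05 and the same fold threshold, 3997 genes passed, 2071 higher and 1926 lower. A filter of at least 10 counts in every library moved the count most among the fits with the same thresholds, to 3106. Of the 10 genes labelled in Fig. 2E, 5 passed both thresholds. All 5 were lower in the labelled libraries, and no labelled gene was higher by more than the threshold. PHLDA1 fell from 51.7 ± 2.21 (SD, n = 3) to 2.40 ± 0.0805 (SD, n = 3) CPM, a log2 fold change of -4.40 (standard error 0.085, adjusted p = 1.1e-07 from edgeR's quasi-likelihood test). GABRE and ITGA2B had log2 fold changes of -3.92 (standard error 0.078) and -3.34 (standard error 0.087). VGF and EPAS1 had -2.35 (standard error 0.15) and -1.26 (standard error 0.12). In this comparison the change of DUSP8, DLK1, HSPA8 and IDI1 was not distinguishable from the spread between libraries (adjusted p from 0.465 to 0.888). IDI1 differed several-fold between libraries of 1 group, with 115 ± 57.6 (SD, n = 3) CPM in the labelled libraries, and it passed an adjusted p of 0.05 without replicate 3 of these (log2 fold change 0.29, edgeR adjusted p = 8.4e-04). Among the genes with the smallest p, SLC4A1, the anion exchanger of red blood cells, rose from 0.122 ± 0.0564 (SD, n = 3) to 985 ± 55.0 (SD, n = 3) CPM, and CD53 fell from 182 ± 7.46 (SD, n = 3) to 3.87 ± 0.124 (SD, n = 3).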

A comparison between the K562/IM group and the K562/IM+L group revealed 104 genes exhibiting significantly altered expression in the latter, encompassing 316 up-regulated genes and 788 down-regulated genes (Fig. 2E). Moreover, the results of Gene Ontology (GO) biological function enrichment analysis delineate that the differentially expressed genes primarily cluster in biological processes such as passive transmembrane transporter activity, ion channel activity, outer plasma membrane, extracellular matrix, leukocyte migration, and organic anion transfer (Fig. 2F).

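The GO terms were not used here, and gene families named by symbol stood in for several of them, in the same set of tests as the autophagy list. With camera, none of the families below passed an adjusted p of 0.05 in the libraries labelled K562/IM+L against K562/IM. The 126 genes of the ion channel families had a median log2 fold change of -0.10 (adjusted p = 0.245), with 41 higher and 42 lower at an adjusted p under 0.05 for the single gene. The 255 solute carrier genes had a median of -0.032 (adjusted p = 0.841), with 95 higher and 92 lower. The 29 collagen genes had a median of -0.75 (adjusted p = 0.921), with 11 higher and 13 lower, and the 31 ABC transporter genes a median of 0.0081 (adjusted p = 0.308). The 24 integrin genes had a median of -0.71 (adjusted p = 0.0600), with 3 higher and 11 lower. They passed with upper-quartile normalization (adjusted p = 0.0497), with counts divided by 4 (adjusted p = 0.0381) and with the replicate number as a block (adjusted p = 0.0379). They also passed in 3 of the 6 fits that each left out 1 library. Over all alternatives their adjusted p ran from 1.7e-04 under fry to 0.232 with an estimated correlation. Under fry the ion channel and integrin families passed as lower, and the solute carriers (adjusted p = 0.0457) and ABC transporters (adjusted p = 0.0116) as higher. A different picture came from the share of differentially expressed genes in either direction, with Fisher's exact test. It was 75.9% for collagens (adjusted p = 1.4e-06), 53.2% for ion channels (adjusted p = 7.6e-08) and 41.2% for solute carriers (adjusted p = 5.8e-05), against 28.5% of all genes tested. Integrins (45.8%, adjusted p = 0.183) and ABC transporters (38.7%, adjusted p = 0.402) did not pass. Without the fold threshold none of the 5 families passed, with 82.8% for collagens (adjusted p = 0.171), 65.9% for ion channels (adjusted p = 0.886) and 73.3% for solute carriers (adjusted p = 0.0665) against 66.8% of all genes tested.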

**Fig. 2:**
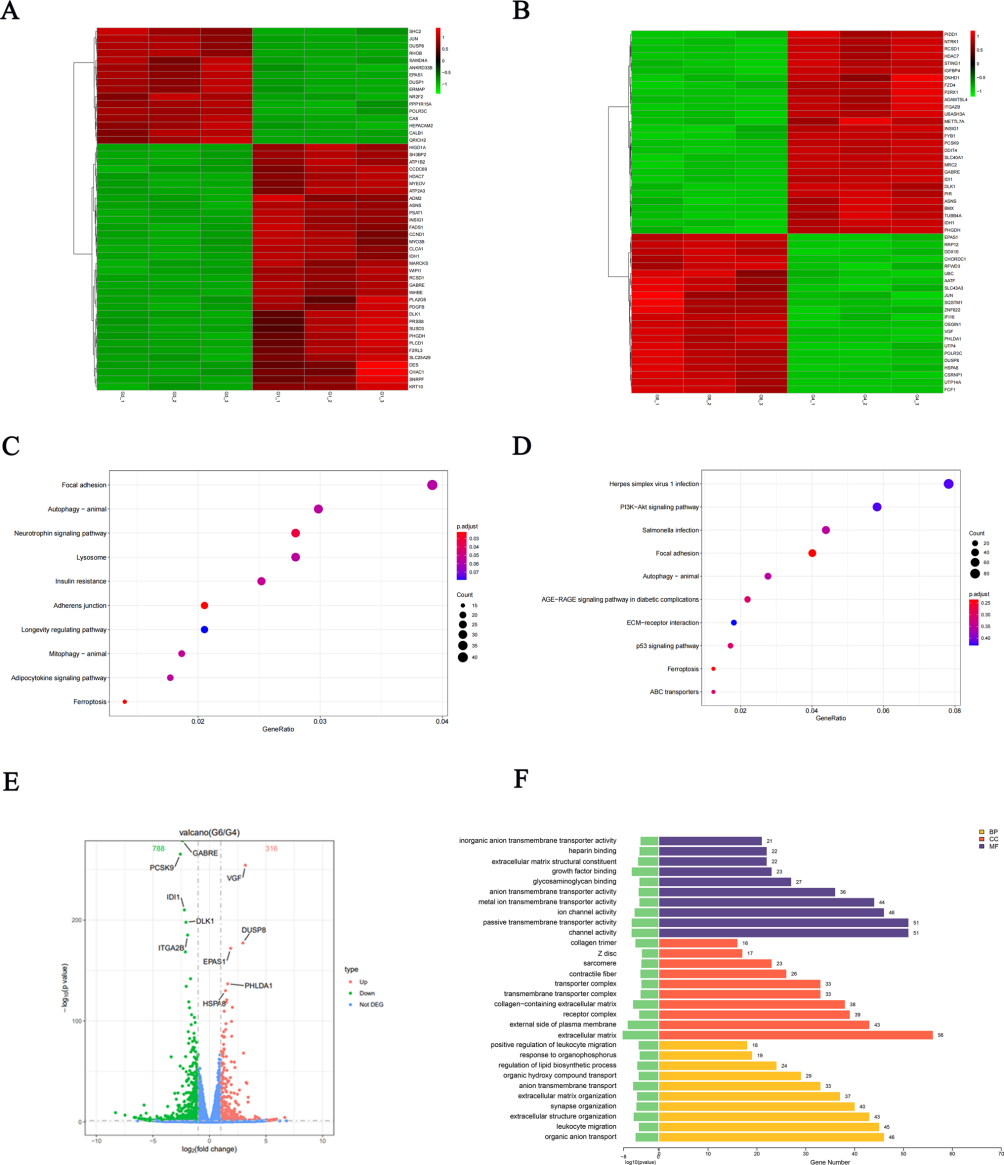
Transcriptome sequencing analysis. **A** a thermogram displaying clustering patterns of the top 50 differentially expressed mRNAs between K562 group and the K562+L group. **B** a thermogram displaying clustering patterns of the top 50 differentially expressed mRNAs between K562/IM group and the K562/IM+L group. **C** a bar graph presents the GO enrichment of differentially expressed genes between K562 group and the K562+L group. **D** a bar graph presents the GO enrichment of differentially expressed genes between K562/IM group and the K562/IM+L group. **E** a volcanic map depicting differential mRNA expression between K562/IM group and the K562/IM+L group. **F** a scatter plot illustrating the KEGG enrichment of differentially expressed genes between K562/IM group and the K562/IM+L group. Note: the experimental groups consisted of three samples,biological processes (BP), cell composition (CC), and molecular function (MF)

### Lycorine induced apoptosis of K562 and K562/IM cells

The evaluation of apoptosis in K562 and K562/IM cells after a 24-h treatment was carried out utilizing Annexin V/PI double staining flow cytometry. Following the application of lycorine (6 μM), a marked augmentation in apoptosis incidence was observed in both the K562 and K562/IM cohorts. Notably, K562 cells exhibited a significant surge in apoptosis following treatment with 5 μM IM, while K562/IM cells showed a modest increase post-IM treatment. The Lycorine group demonstrated a significantly higher apoptosis rate compared to each IM group, and this difference was statistically significant (Fig. 3A–G). For the assessment of the apoptosis ratio after a 24-h administration period, Wright's staining was employed, and the results are presented in Fig. 3H. In comparison to both the K562 group and the K562/IM group, there was a statistically significant increase in apoptotic bodies in K562 +L and K562/IM+L.

**Fig. 3:**
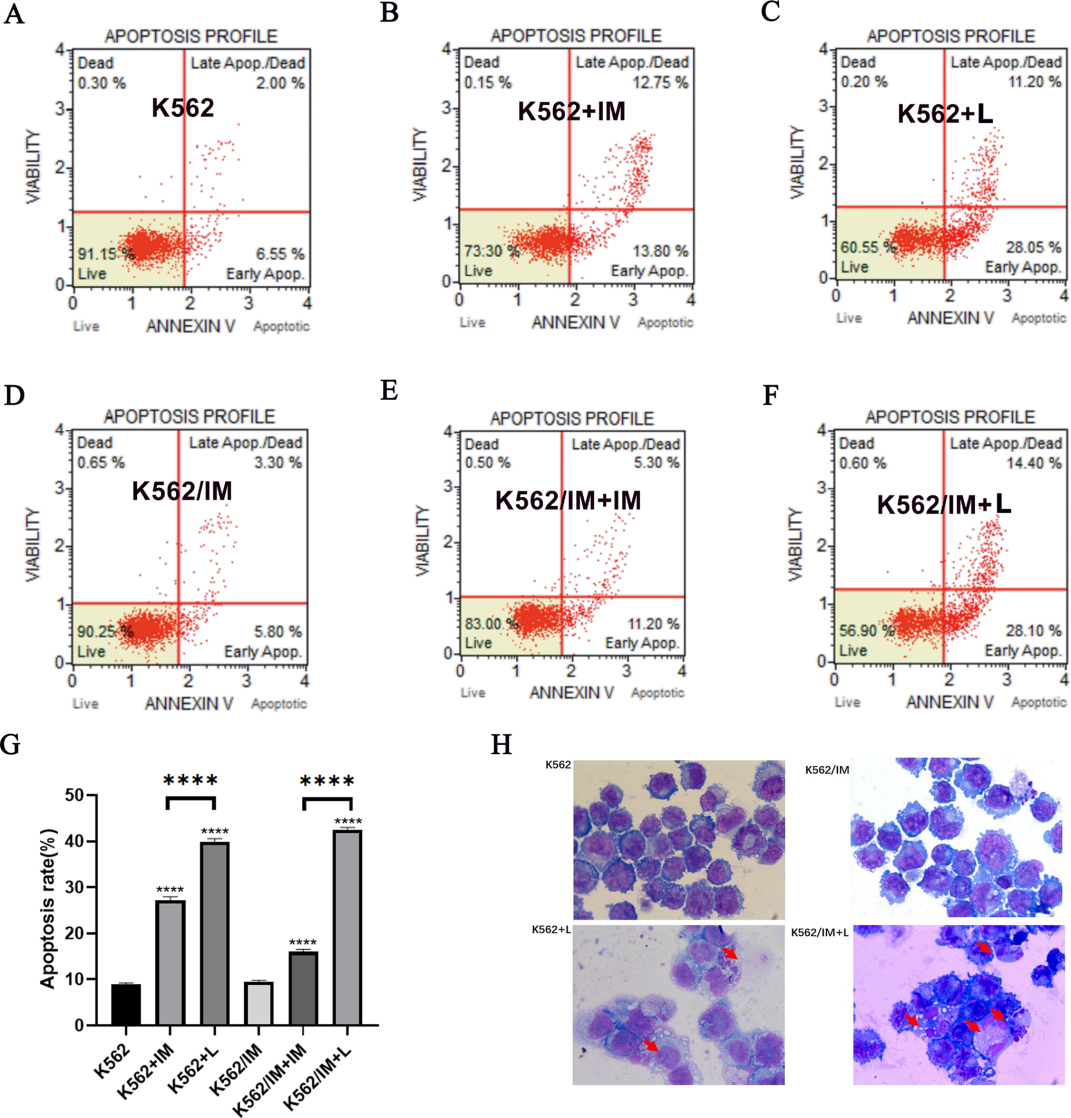
Lycorine induced apoptosis of K562 and K562/IM cells. **A**–**F** The flow cytometry results for apoptosis detection were displayed for the following treatment groups: K562 group, K562+IM group, K562+Lycorine (L) group, K562/IM group, K562/IM+IM Lycorine (6L) group, and K562/IM+Lycorine (L) group. **G** The statistical analysis of apoptosis rates across various dosage groups. **H** The observation of apoptotic bodies through Wright staining after a 24-h period. Notably, red arrows are employed to indicate apoptotic cells. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001

### Lycorine induced cell cycle arrest in both K562 and K562/IM cells

Flow cytometry was utilized to evaluate the cell cycle distribution of the aforementioned cells subsequent to a 24-h exposure to various drug regimens. Figure 4 illustrates the outcomes of treating K562 and K562/IM cells with 6 μM lycorine and 5 μM IM. In comparison to the control group, cells treated with either lycorine or IM in both K562 and K562/IM exhibited arrest in cell cycle progression at the G1 phase, accompanied by a modest reduction in the S phase. The K562 + L group demonstrated a modest reduction in the proportion of cells in the G2/M phase, whereas the K562/IM + L group displayed a significant elevation in the G2/M phase compared to the K562/IM group. The influence of IM on cell cycle arrest manifested more prominently in the K562 group than in the K562/IM group.

**Fig. 4:**
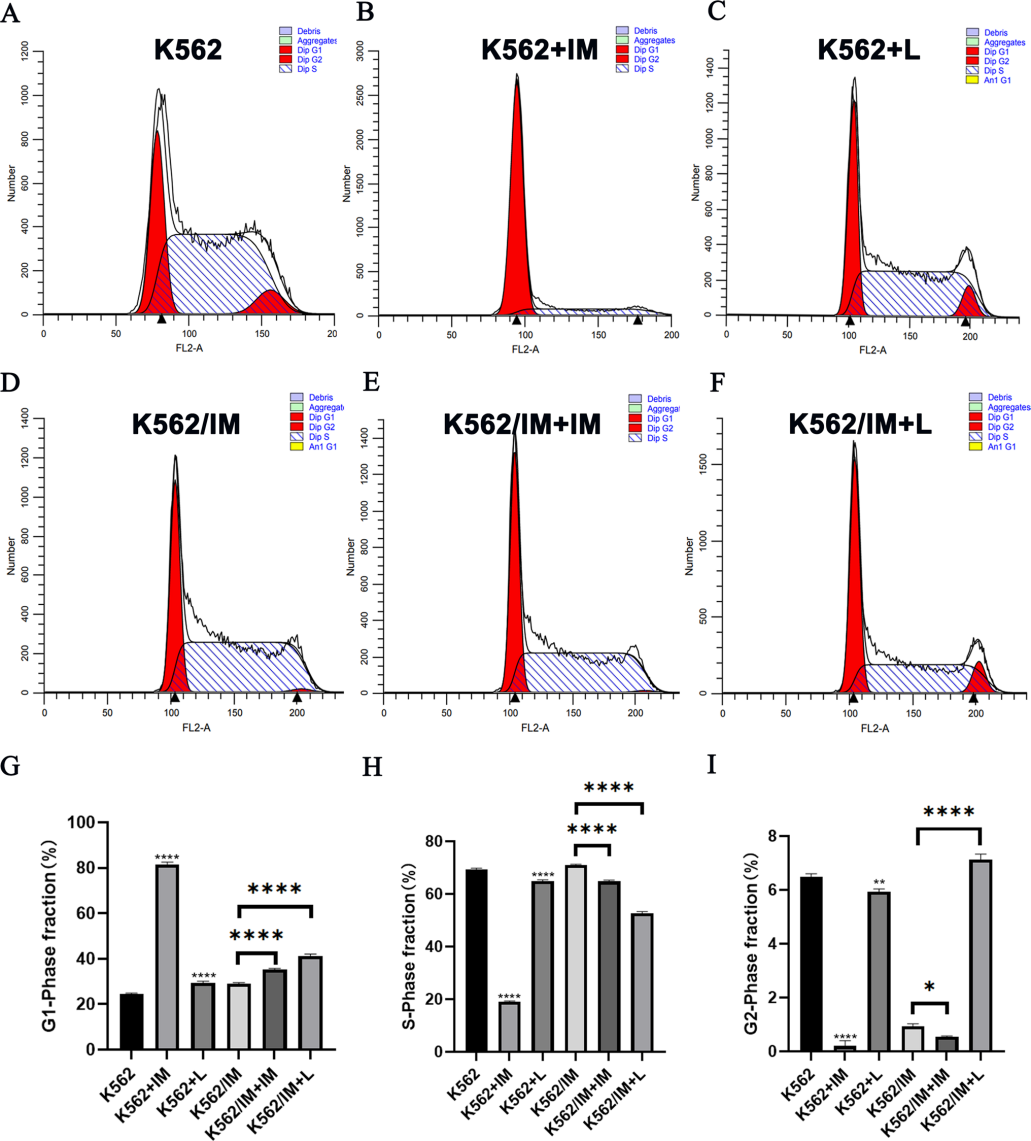
Lycorine induced K562 and K562/IM cell cycle arrest. **A–F** The cell cycle distribution of both K562 cells and K562/IM cells following a 24-h treatment with Lycorine (6 μM) and IM (5 μM) was assessed using flow cytometry, the groups include K562 group, K562+IM group, K562+Lycorine group, K562/IM group, K562/IM+IM group, K562/IM+Lycorine group. **G**-**I** Statistical analyses were conducted on the data pertaining to the cell cycle distribution among various dosage groups. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001

### Autophagy and apoptosis of K562 and K562/IM treated with lycorine

Figure 5A illustrates a substantial decrease in fluorescence intensity for both K562 and K562/IM cells following a 72-h exposure to 6 μM lycorine, providing clear evidence of lycorine's inhibitory impact on autophagy. Notably, the fluorescence intensity of K562/IM cells surpassed that of their normal K562 counterparts, indicative of an elevated autophagic level in the K562/IM resistant strains. This observation underscores the heightened autophagic activity associated with K562/IM resistance. Subsequently, we employed Western blot analysis to assess the expression levels of autophagy, apoptosis, and drug resistance-related proteins in K562 and K562/IM cells following a 24-h treatment with lycorine (6 μM) and IM (5 μM) (Fig. 5B). The alterations in protein expression are depicted in Fig. 5C–K. In comparison to the K562 group, the K562/IM group exhibited significant up-regulation in the expression of Beclin-1, LC3-II, and Bax/Bcl2, while the expression levels of Atg5, Caspase-3, and P62 were notably down-regulated. In the K562+IM group, P62 and LC3-II expressions were substantially reduced, whereas Caspase-3 and Bax/Bcl2 expressions were significantly increased. Within the K562+L group, P62, Caspase-3, and Bax/Bcl2 protein expressions were significantly up-regulated, and Atg-5 protein was down-regulated. Furthermore, compared with the K562 group, P-gp protein expression increased in the K562/IM group. In the K562/IM+IM group, Beclin-1, LC3-II, and Atg-5 protein expressions were down-regulated, while P62, Caspase-3, and Bax/Bcl2 protein expressions were significantly up-regulated compared to the K562/IM group. Similarly, the K562/IM+L group exhibited down-regulation in Beclin-1, LC3-II, Atg-5, and P-gp protein expressions, along with significant up-regulation in Caspase-3 and Bax/Bcl2 protein expressions. All observed differences were statistically significant.

**Fig. 5:**
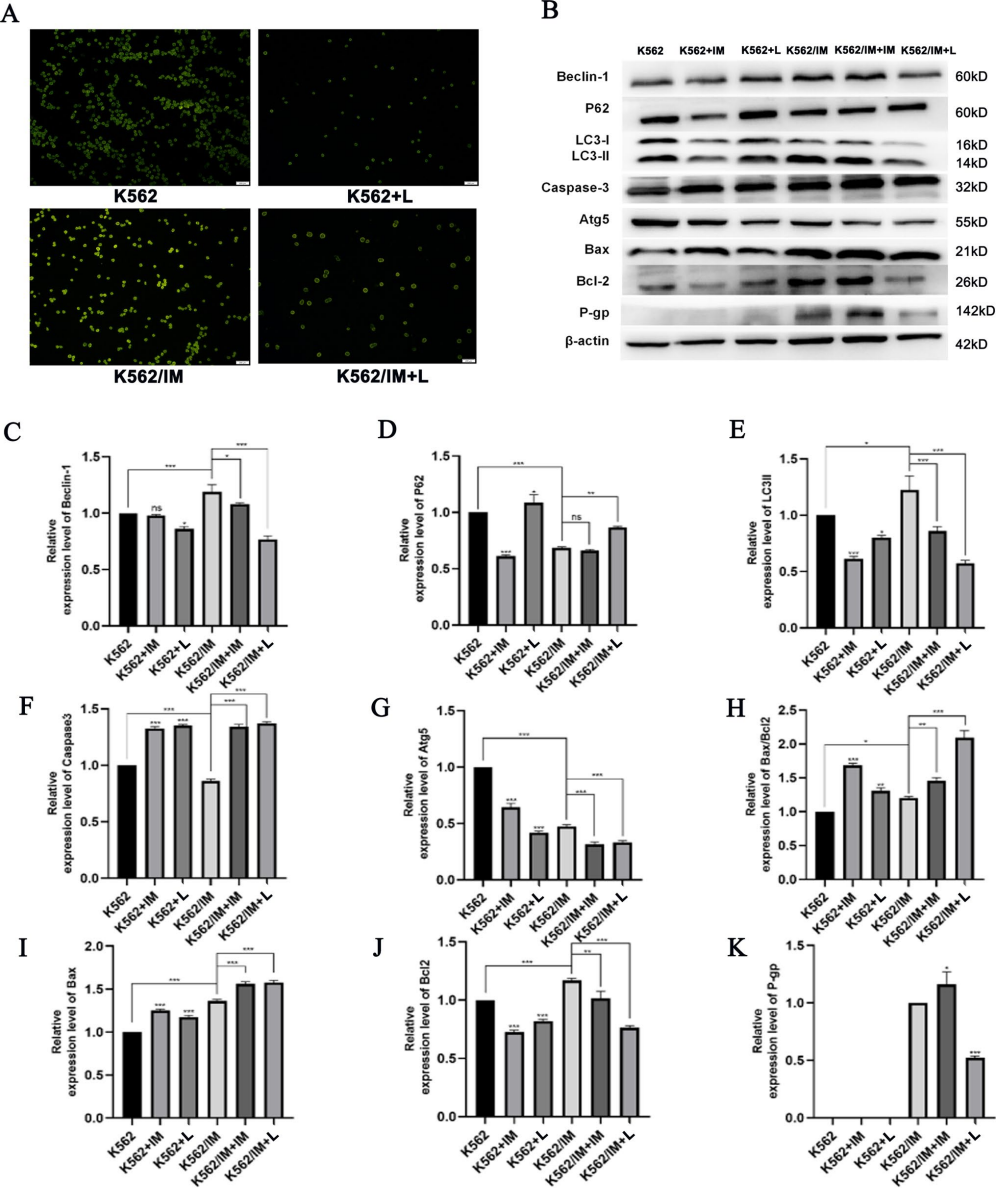
Autophagy and apoptosis of K562 and K562/IM treated with lycorine. **A** MDC staining experiment with different dosage groups for 72 h, including K562 group, K562+Lycorine group, K562/IM group and K562/IM+Lycorine group (Magnification 20×). **B** Different protein expression bands. **C** Gray value analysis diagram of Beclin-1. **D** Gray value analysis diagram of P62. **E** Gray value analysis diagram of LC3-II. **F** Gray value analysis of Caspase-3. **G** Gray value analysis diagram of Atg-5. **H** Gray value analysis of Bax/Bcl2. **I** Gray value analysis of Bax. **J** Gray value analysis of Bcl-2. **K** Gray value analysis of P-gp. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001

### Lycorine killed K562 and K562/IM cells in vivo experiments

A murine model was established to encompass both K562 and a K562/IM drug-resistant variant through the subcutaneous inoculation of 1 × 10^7^ K562 or K562/IM cells into NOD-SCID immunodeficient mice over a 3–5-week period. The experimental cohort received intraperitoneal administration of lycorine at a dosage of 10 mg/kg/day, with continuous daily monitoring of mice's weight and tumor dimensions. After 17 days, euthanasia was performed, and tumor measurements were conducted. The outcomes, illustrated in Fig. 6A–B, revealed a significant reduction in tumor size for both K562 and K562/IM cells following 6 µM lycorine treatment (K562 + L, K562/IM + L), compared to the control group. Additionally, histological analysis using HE staining and Ki67 proliferation index staining indicated a diminished tumor cell area in the lycorine treatment group compared to the K562 and K562/IM groups (Fig. 6C). Notably, the drug-resistant K562/IM group exhibited a more pronounced increase in Ki67 post-treatment compared to the K562 group. However, no statistically significant change in Ki67 was observed following lycorine treatment in the K562 group.

**Fig. 6:**
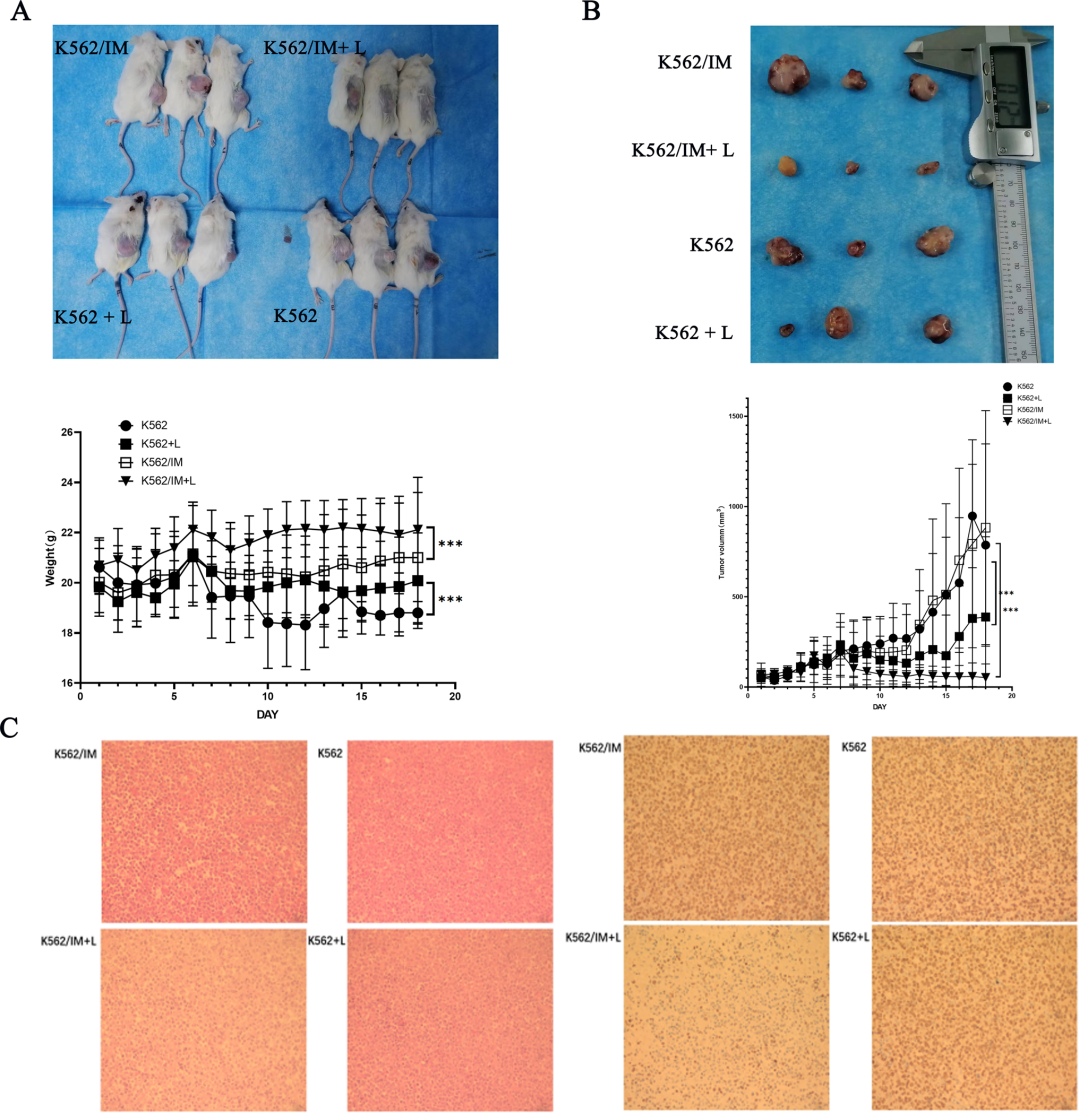
In vivo experiments in mice proved that lycorine killed K562 and K562/IM cells. **A **1 × 10^7 K562 or K562/IM cells were injected into NOD-SCID immunodeficient mice. The mice were randomized for intraperitoneal injection of lycorine at a dosage of 10 mg/kg/day. All tumors were removed, and the weight of tumors was measured for each group on the last day. **B** The appearance and volumm of mice tumor for each group. **C** Histological analysis using HE staining and Ki67 proliferation index staining indicated a reduced tumor cell area in the Lycorine treatment group compared to the K562 and K562/IM groups. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001

## Discussion

CML is a hematopoietic stem cell-derived leukemia distinguished by the presence of the Philadelphia (Ph) chromosome translocation, leading to the formation of the BCR-ABL fusion gene. The BCR-ABL fusion protein is a tyrosine kinase with oncogenic properties. Presently, therapeutic approaches for individuals with CML encompass diverse TKIs. While TKIs have demonstrated efficacy in a substantial proportion of CML patients, there exists a need for further exploration and refinement of treatment modalities to address potential limitations and enhance overall patient outcomes [15], a significant proportion of individuals still harbor residual leukemia cells during prolonged medical treatment, with relapse anticipated upon discontinuation of TKI therapy [16]. Among these patients, about 20–30% may develop acquired resistance to long-term TKI administration [17]. The emergence of resistance, particularly in the case of TKIs like IM, significantly hampers their efficacy in the management of CML patients.

Autophagy plays a pivotal role in all stages of CML development. During the early stages of CML, autophagy exerts an anticancer effect, while in the middle to late stages, it assumes a pro-cancer and drug-resistant role. Particularly, during the blast crisis, autophagy protects CML cells, leading to increased proliferation and heightened mortality in patients transitioning to this critical phase. Consequently, the development of drugs targeting autophagy has emerged as a focal point in the research of therapeutic agents for chronic leukemias. Notably, research has demonstrated that lycorine effectively inhibits autophagy and exhibits robust anti-proliferative activity both in vivo and in vitro against multiple myeloma [18]. Furthermore, studies have unveiled lycorine's inhibitory effects on the proliferation of acute myeloid leukemia, B-cell acute lymphoblastic leukemia, and chronic lymphocytic leukemia cells [19–21]. Previous literature has reported that lycorine induces cell cycle arrest specifically in the G0/G1 phase of K562 cells [10]. Subsequent investigations in our study revealed a pronounced inhibitory impact of lycorine on the proliferation of both K562 and K562/IM cells. Beyond inducing cell cycle arrest, our findings demonstrated a significant up-regulation of Bax/Bcl-2, Bax, and Caspase-3, coupled with a notable down-regulation of Bcl-2. These molecular changes signify the effective induction of apoptosis in K562/IM cells by lycorine, rendering the cells susceptible to programmed cell death. This stands in stark contrast to imatinib's incapacity to induce apoptosis in K562/IM cells, underscoring the distinctive apoptotic response triggered by lycorine. Subsequently, we conducted mRNA-seq transcriptome sequencing analysis, revealing that differentially expressed genes are enriched in autophagy-related pathways such as PI3K/Akt, MAPK, and RAS, as evidenced by the results of KEGG signaling pathway enrichment analysis. 

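The MAPK/RAS core list of 53 genes moved upward in K562+L against K562, with a median log2 fold change of 0.10 (adjusted p = 0.00224 from limma's camera). In that comparison 15 of its genes were higher and 8 lower at an adjusted p under 0.05. It passed under fry (adjusted p = 0.00269) and not with an estimated correlation (adjusted p = 0.170), a setting in which no list passed. JUN and DUSP8 are members of this list and are also drawn in Fig. 2, which was made from these libraries. In the libraries labelled K562/IM+L against K562/IM the list had a median of -0.28 (adjusted p = 0.361), with 14 genes higher and 26 lower. There it passed under fry as lower (adjusted p = 8.6e-04) and not with an estimated correlation (adjusted p = 0.450).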

In the advanced stages of CML, particularly in cases of IM resistance, autophagy becomes a driving force in furthering CML development. Consequently, our focus revolves around elucidating strategies to overcome TKI resistance by impeding autophagy and identifying novel therapeutic targets for CML.

The upregulation of Beclin-1 and LC3-II proteins in K562/IM, in comparison to normal K562 cells, concomitant with the downregulation of P62 protein, indicates an escalated autophagic activity in K562/IM. This heightened autophagic level in K562/IM was further confirmed by a significant increase in fluorescence intensity observed in MDC fluorescence staining compared to K562 cells. Consequently, it was deduced that the resistance of K562 to IM is intricately linked to an enhanced autophagic response. Following lycorine treatment, the expression levels of Beclin-1, Atg-5, LC3-II, Bcl-2, and P-gp in K562/IM markedly decreased, while the expression levels of Caspase-3, P62, Bax/Bcl-2, and Bax substantially increased. It is noteworthy that K562 inherently exhibits low P-gp expression, rendering it undetectable. Moreover, after lycorine treatment, the visible fluorescence intensity of both K562 and K562/IM cells decreased, indicating a partial inhibition of autophagy by lycorine. Additionally, it was observed that the combined treatment with the autophagy inducer APRA reduced the cytotoxic effect of lycorine on K562/IM, whereas the co-administration of the autophagy inhibitor HCQ increased the cytotoxicity of lycorine against K562 cells. Collectively, these findings unveil potential mechanisms underlying lycorine's ability to overcome K562/IM resistance through the inhibition of autophagy.

Beclin-1, an Atg6 homolog, plays a pivotal role as a positive regulator of autophagy in mammals [16]. The exclusive association of LC3-II, the only known protein linked to autophagosome quantity, with the membrane during autophagy signifies its direct correlation with the number of autophagosomes [22]. Throughout the autophagic process, membrane-bound LC3-II is specifically localized on the autophagosome membrane as it approaches closure. Acting as a regulatory component, p62 participates in the autophagosome assembly by bridging LC3 protein and ubiquitinated substrates. Subsequently, p62 undergoes degradation by autophagolysosomes during the middle and late stages [23]. The overall cellular expression level of p62 demonstrates an inverse correlation with autophagy activity [24]. In the conducted experiment, a reduction in the expression levels of Atg-5 and Beclin-1 proteins was observed. Overexpression of Bax resulted in the down-regulation of LC3-II and the up-regulation of P62. These alterations imply a decrease in autophagic bodies and a blockade of autophagic flow at this juncture, indicating that lycorine inhibits the initial phase of autophagy while concurrently suppressing autophagic levels in both K562 and K562/IM. Furthermore, in vivo experiments using NOD-SCID mice confirmed the effective inhibition of the growth of drug-resistant K562 cells by lycorine. The use of nanocarriers such as PLGA-PEG nanoparticles effectively enhances drug bioavailability and anti-tumor activity. Furthermore, there is a need for more quality improvement measures regarding treatment processes and outcomes [25, 26]. Nanocarrier technology, like PLGA-PEG nanoparticles, can be employed to improve drug bioavailability and targeting, which may hold significant importance for the treatment of CML patients. By loading current therapeutic drugs into nanoparticles, the stability and effectiveness of drugs in the body can be increased, reducing side effects and improving patients' quality of life. Immunomodulatory strategies may also be beneficial for the treatment of CML patients, particularly in addressing drug resistance and reducing the survival of leukemia stem cells [27, 28]. Additionally, CML patients often exhibit increased inflammatory responses, thus therapeutic approaches targeting inflammatory pathways may hold significant importance in improving patients' conditions and prognosis.

In conclusion, we successfully established a stable drug-resistant K562/IM cell line through a gradual increment in IM concentration. Subsequent bioinformatics analysis uncovered a potential association between IM resistance in K562 cells and autophagy. 

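K562/IM and K562 differed in 2566 of the 13406 genes tested, 1857 higher and 709 lower in K562/IM. None of the 47 autophagy genes tested passed both thresholds in this comparison, nor at an unadjusted p under 0.05 with the same fold threshold (0 genes). At an adjusted p under 0.05 alone, 11 were higher and 7 lower, and 15 passed when adjusted over the list alone. The median log2 fold change of the list was 0.061 (adjusted p = 0.933 from limma's camera). Under fry it passed in the upward direction (adjusted p = 0.0112). ULK1 and VMP1 had log2 fold changes of 0.83 (standard error 0.081, adjusted p = 1.1e-04 from edgeR's quasi-likelihood test) and 0.69 (standard error 0.065, adjusted p = 9.2e-05). LAMP1, GABARAPL2 and ATG3 were lower by about as much, with -0.74 (standard error 0.065, adjusted p = 6.5e-05), -0.66 (standard error 0.079, adjusted p = 3.0e-04) and -0.57 (standard error 0.075, adjusted p = 4.8e-04). BECN1 stood at 62.2 ± 2.62 (SD, n = 3) CPM in K562 and 76.1 ± 2.39 (SD, n = 3) in K562/IM, a log2 fold change of 0.29 (standard error 0.070, adjusted p = 0.00840).

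**Figure D4:**
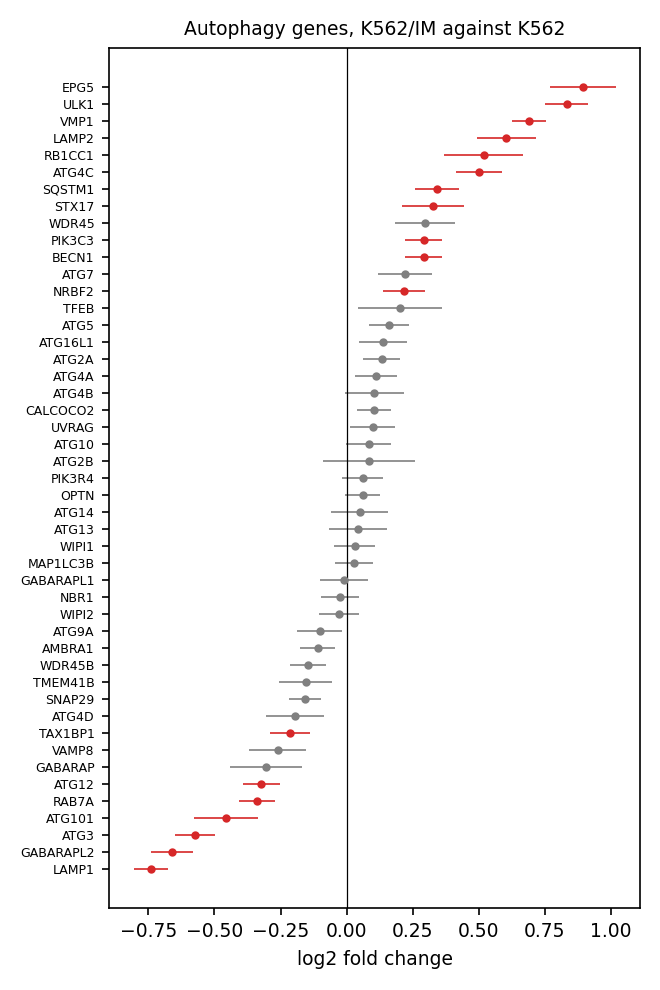
Log2 fold changes of 47 autophagy genes in K562/IM against K562, with bars for the standard error. Red marks an adjusted p under 0.05, reached by 11 higher and 7 lower genes.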

Notably, K562/IM exhibited elevated levels of autophagy compared to K562, and lycorine demonstrated efficacy in inhibiting the proliferation of K562/IM through multiple pathways, including the reduction of autophagic levels, promotion of apoptosis, and induction of cell cycle arrest (Fig. 7). In vivo experiments substantiated lycorine's ability to impede proliferation in both K562 and K562/M cells. This study represents the inaugural utilization of lycorine to investigate autophagy regulatory mechanisms in IM-resistant K562 cells, providing valuable insights into its influence on the autophagic cascade. The findings not only enhance the reliability of our results but also propose novel approaches to address TKI resistance. In summary, we offers a comprehensive exploration of lycorine as a potential treatment option for overcoming IM resistance in CML, highlighting its multifaceted mechanisms of action and providing valuable insights into novel therapeutic strategies for managing drug-resistant CML.

**Fig. 7:**
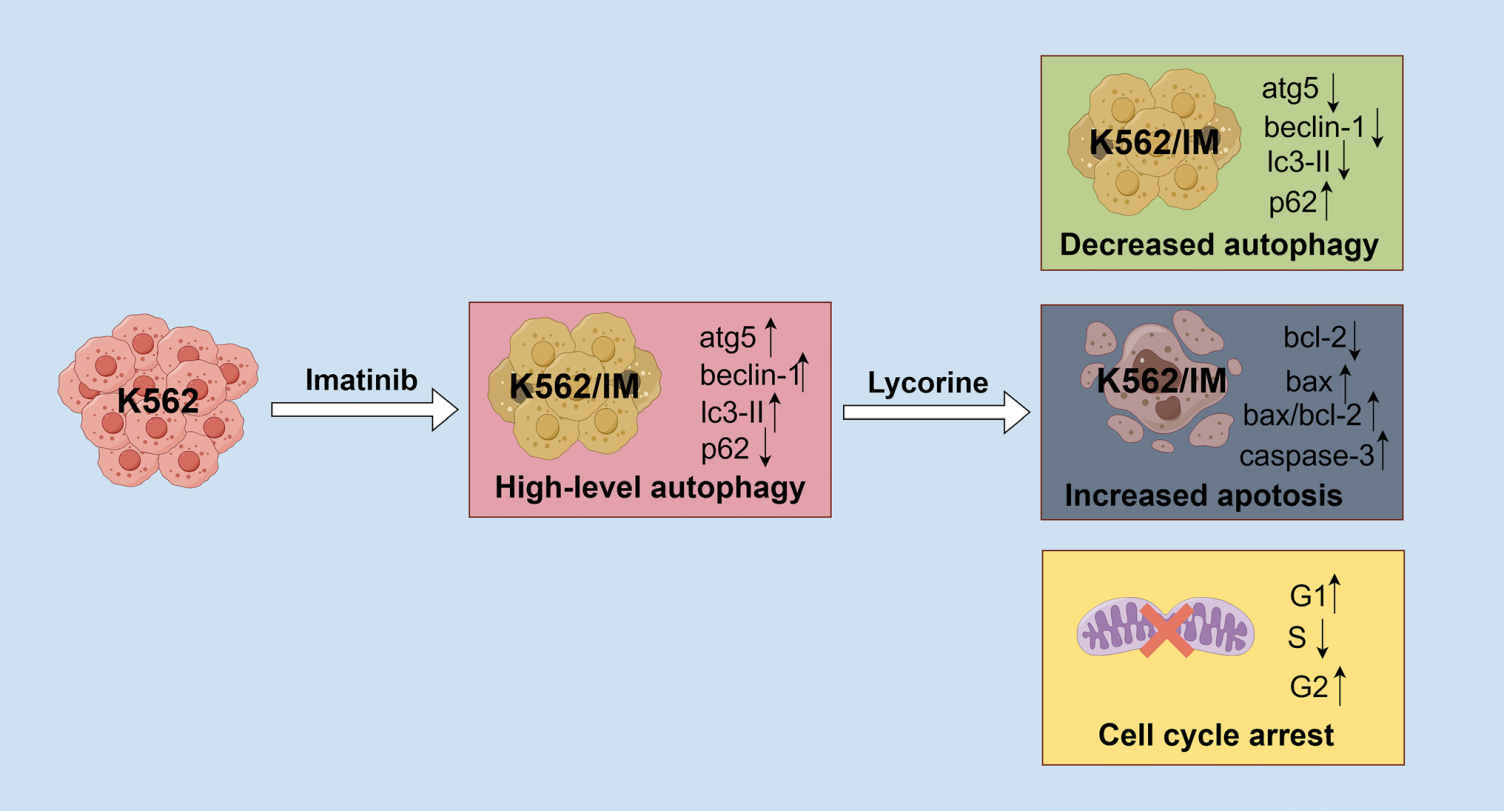
Lycorine attenuated proliferation by inducing apoptosis, inhibiting autophagy, and cell cycle arrest on K562/IM cell. Notably, K562/IM cells exhibited elevated levels of autophagy compared to K562 cells, and lycorine demonstrated efficacy in inhibiting the proliferation of K562/IM cells through multiple pathways, including the reduction of autophagic levels, promotion of apoptosis, and induction of cell cycle arrest

### Supplementary Information

Additional file1

## Data Availability

Data used in this study are available at corresponding author email. Sequence data that support the findings of this study have been deposited in the Gene Expression Omnibus with the accession GSE267522.

How the deposited data were processed for this re-analysis (not part of the article)

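Messenger RNA was sequenced in 12 libraries, 3 for each line and treatment, with lycorine at 6 µM in the treated groups of K562 and of K562/IM. Libraries were grouped by the treatment and cell line in their sample labels. The labels call the K562/IM+L group G2 and the figures call it G6, and the grouping was left as labelled. The authors deposited a table of counts per gene symbol for each library, without normalization. Sequencing and the first analysis were done by a company, and the text does not name the aligner, the counter or the annotation. It gives a general significance threshold, and none specific to the sequencing. Low counts pile up near multiples of 4, so that a sequenced fragment appears to be worth about 4 counts. If it is, counting noise is larger than the totals would give, and the origin of this pattern was not tested. Total counts ran from 75093844 to 107344598. The table holds 19447 symbols, of which 19291 were matched to GENCODE release 29 (GRCh38) for positions and transcript lengths. Transcripts shared between near-identical genes, such as HBG1 and HBG2, are uncertain, since the counting is not described.

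Computation from the counts used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and Seurat 5.3.0. In each of 3 pairwise comparisons the 6 libraries compared were filtered with filterByExpr (minimum count 10), normalized by TMM and fitted with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change over 1. The difference between the lycorine effects of the lines was tested as an interaction over all 12 libraries at an adjusted p under 0.05. CPM used TMM over the 12 libraries. Gene lists were tested with limma's camera at a preset correlation of 0.01, in 1 family of 48 tests. The 16 lists were autophagy machinery, PI3K/Akt core, MAPK/RAS core, ATF4 targets, sterol synthesis, ribosome small-subunit processome, heat shock response, globin and haem synthesis, families of collagens, ion channels, integrins, solute carriers, ABC transporters and zinc finger proteins named by symbol, and the S and G2/M lists of Seurat. They were written from general knowledge, some after seeing the genes drawn in Fig. 2, and KEGG and GO tables were not used here.

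The genes named are those in the text, in Fig. 2A, 2B and 2E, those of the blotted proteins, MKI67, members of a reported list, and in each comparison the 5 called genes with the smallest p in each direction whose libraries do not overlap. In Fig. 2A 1 name could not be read. The steps were tested on simulated counts with 200 changed genes. Each gene was simulated independently of the others, so that false calls from genes that vary together could not show. The pairwise test recovered 183 of 200 with 3 false calls among 12766 genes, the interaction recovered 164 of 200 with 13 false calls among 13734 genes, and the list test recovered the planted list with 0 false calls among 16 lists. Alternatives covered the test, the normalization, the low-count filter, the thresholds, the libraries in the fit, the replicate number as a block, each library left out, and the set test. After the data were seen, counts divided by 4, a covariate for an axis of variation between replicates, an over-representation test and a comparison of the libraries labelled K562/IM+L with K562 were added. No group had more than 3 libraries, so that a test for outlying libraries was not made, and an exact test of 3 against 3 cannot give a p under 0.1. No batch or date is given in the labels. Some single genes within these rules are not reported here, and counts over genes and lists include them. Protein, flow cytometry and animal measurements were not analysed here.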

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

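Of the tests in this part, those on the libraries labelled K562/IM+L were chosen after the result was seen, except the list of BCR-ABL output genes, which was written before its values were looked at, and the reassignments of line labels.

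The effect of lycorine differed between the lines, as labelled, in 8628 of 13995 genes (edgeR interaction, adjusted p under 0.05). The difference, K562/IM minus K562, was -1.0 for GABRE, 2.04 for DLK1, -2.70 for ITGA2B, -3.66 for VGF, -5.40 for DUSP8, -3.19 for EPAS1, -6.03 for PHLDA1 and -0.72 for HSPA8, for genes labelled in Fig. 2E. For genes of the blotted proteins and MKI67 it was -0.39 for ATG5, -0.71 for SQSTM1, 2.12 for BCL2, -6.23 for ABCB1 and -1.18 for MKI67. With upper-quartile normalization ATG5 did not pass (-0.26, adjusted p = 0.0809). With line labels reassigned within treatment, 1 of 50 assignments, the real one, gave as many genes, and the next highest count was 5265. A reassignment that mixes the lines within a group also widens the spread there. Its count is therefore no clean baseline, and no support for the interaction is drawn from this comparison.

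Several explanations of this difference were tested. Of the 50 genes of Fig. 2B, 22 moved in the figure's direction, which argues against these being the libraries drawn there. In K562+L against K562, 49 of the 49 tested did. A few genes taking most of the counts would move every log2 fold change by 1 constant. No constant brought more than 28 of the 50 to the figure's direction, which argues against this explanation. A constant that makes every gene lower gives 28 by itself, since 28 are drawn as lower. Of the 809 genes called in K562+L against K562 and tested in both, 45.9% kept their sign in the labelled libraries. Whether the lines share a lycorine response cannot be told apart from this share while the label of these libraries is in doubt. Over the 1272 genes that separated K562/IM from K562 by more than 2 on the log2 scale, the libraries labelled K562/IM+L lay at a median position of 0.119, where K562 is 0 and K562/IM is 1. Their single values were 0.118, 0.119 and 0.189. A mislabelled sample that is not K562/IM would give such a position. A lycorine effect that returns these genes to their K562 level in the resistant line stays open, as no other library of that treatment was at hand. The position covers only genes chosen to separate the lines. Between the labelled libraries and K562, 3162 genes were called, 1977 higher and 1185 lower, against 2566 between K562/IM and K562. Over genes of higher expression, the median correlation (rho) of the labelled libraries was 0.852 with K562, 0.807 with K562/IM and 0.803 with K562+L. It was 0.905 between K562 and K562/IM. Over these genes the labelled libraries were thus not as close to K562 as K562/IM was. ABCB1, BECN1 and ATG5 were lower in the labelled libraries than in K562/IM, with log2 fold changes of -4.92, -0.44 and -0.77. This is the direction of the paper's blots of K562/IM+L. ABCB1 and BECN1 were also lower in K562 than in K562/IM, with means of 1.76 against 23.6 and 62.2 against 76.1 CPM. Their direction therefore does not tell K562/IM+L apart from cells of the K562 line. BECN1 and ATG5 were also lower in K562+L than in K562, while ABCB1 was higher there. BCL2 went the other way, as the paper gives Bcl-2 as lower. MAP1LC3B was higher, while the paper gives LC3-II as lower. LC3-II is the membrane-bound form of the protein, which the transcript does not measure, so that these 2 cannot be set against each other. The mean of MAP1LC3B rose from 212 CPM in K562/IM to 268 in the labelled libraries, and that of BCL2 from 0.542 to 2.25.

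A candidate explanation is that the labelled libraries are K562 cells treated with imatinib, a condition blotted in the paper. The legend of Fig. 4 lists K562, K562+IM, K562+L, K562/IM, K562/IM+IM and K562/IM+L in this order. Numbered in that order, the labels G1 of K562, G3 of K562+L and G4 of K562/IM match, as does G6 in the figures. G2 would then be K562+IM, but the paper does not say how the G names were given. Of 18 genes that BCR-ABL signaling raises, 15 were lower than in K562 (two-sided exact binomial test, p = 0.00754), 13 of them at an adjusted p under 0.05, with a median log2 fold change of -1.60. This test separates imatinib from lycorine only in part, because 13 of 17 were also lower in K562+L, with a median of -0.35. In K562/IM 4 of 17 were lower. Genes regulated together are not independent, so that the binomial p is too small. The hypothesis was found and tested on the same data, and the labels were not changed.

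The globin and haem list, which the paper does not discuss, rose in the libraries labelled K562/IM+L against K562/IM with a median log2 fold change of 3.92, and 26 of 26 genes were higher at an adjusted p under 0.05. Globin genes held 4.61% ± 0.721 (SD, n = 3) of the counts there and 0.293% ± 0.00977 (SD, n = 3) in K562/IM. Globins taking more of the counts cannot by itself raise ALAS2 or SLC25A37, which are not globins and rose by 5.99 and 4.76 on the log2 scale. In K562+L against K562 the same list fell (median -0.46, adjusted p = 9.1e-05 from limma's camera), and globin genes held 0.429% ± 0.0396 (SD, n = 3) of the counts against 0.713% ± 0.116 (SD, n = 3), which goes against a rise of these genes under lycorine in K562. A rise under lycorine in the resistant line alone stays open, and so does treatment with imatinib, tested above with 15 of 18 genes lower.

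K562/IM and K562 differed in 2566 genes, and the text of the paper gives no number of genes for this comparison. CD53, ARHGEF6 and ITGA2B were higher by 4.32, 6.31 and 5.27, and DYSF and ALDH1A2 lower, with log2 fold changes of -5.74 and -6.29. Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes, and so it was for K562+L against K562 (1 of 10) and the labelled comparison (1 of 10). With 3 libraries against 3 the share cannot fall under 0.1. Selection by imatinib and drift between separately grown cultures were not tested.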

How the results depend on the processing

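The counts of differentially expressed genes stayed within 1.5 times their value with DESeq2, the DESeq2 (RLE) size factors, upper-quartile normalization, either low-count filter, all 12 libraries in one fit and each library left out. With no fold threshold they were 4821 in K562+L against K562, 9169 in the libraries labelled K562/IM+L against K562/IM and 7661 in K562/IM against K562, and with a difference over 1 the interaction gave 4720 genes. These follow from the thresholds themselves. The replicate number as a block gave 735, 3807 and 2433 genes and 8319 for the interaction. Same-numbered libraries did not deviate together, with correlations from -0.677 to 0.215 over the pairs, so that the numbers were not taken to pair the libraries.

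The added alternatives, chosen after the data were seen, gave 774, 3562 and 2263 genes with counts divided by 4, and 905, 4032 and 2705 with the axis of variation between replicates as a covariate. That axis was estimated from the residuals of the same libraries, which makes its p-values too small.

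The set tests depended most on the method. With camera's estimated correlation, 0 of the 15 other lists passed in each comparison, against 8, 5 and 9 with the preset one. With the estimated one, 4, 4 and 4 of them had an unadjusted p under 0.05. Even the globin and haem list in the labelled comparison, with 26 of 26 genes higher, had a camera adjusted p of 0.0503 there. With the preset correlation it had 6.9e-46. A miss with the estimated correlation therefore does not by itself count against a list. With fry, 9, 12 and 12 of the 15 passed, but fry does not compare a list with other genes as camera does. The autophagy list had an adjusted p under fry of 0.0119 in K562+L against K562, 5.1e-05 in the labelled comparison and 0.0112 in K562/IM against K562, where its direction turned upward, as it did with all 12 libraries in one fit (0.947). The solute carrier list turned upward under fry in K562/IM against K562 (0.00465). Lists that were far from the threshold changed direction elsewhere. With the block, the heat shock and ABC transporter lists in K562+L had an adjusted p of 0.999 each. With all 12 libraries in one fit, the heat shock list in K562+L had 0.951 and the collagen list in the labelled comparison 0.942. Across the fits that each left out one replicate, adjusted p ran in K562+L from 0.882 to 0.955 for heat shock, from 0.873 to 0.982 for solute carriers and from 0.873 to 0.974 for ABC transporters, and in K562/IM against K562 from 0.905 to 0.978 for solute carriers.

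Single genes near 0 changed sign. Upper-quartile normalization gave 0.022 for DLK1, 0.035 for DUSP8 and 0.028 for BAX in the labelled comparison and 0.10 for the BECN1 interaction, and the axis as a covariate gave -0.00018 for the MAP1LC3B interaction. Across the fits that each left out one replicate, K562+L against K562 ran from -1.19 to 0.56 for IDI1 and from -0.20 to 0.086 for BCL2. The labelled comparison ran from -0.31 to 0.29 for IDI1, -0.12 to 0.054 for DLK1, -0.080 to 0.030 for DUSP8 and -0.12 to 0.085 for BAX. K562/IM against K562 ran from -0.072 to 1.28 for IDI1, -0.020 to 0.062 for MAP1LC3B, -0.28 to 0.028 for BAX and -0.21 to 0.056 for MKI67. The interaction ran from -0.65 to 1.09 for IDI1, -0.088 to 0.0083 for BECN1 and -0.077 to 0.083 for MAP1LC3B. IDI1 did not pass in the main fit of K562/IM against K562. Without K562 replicate 1 it passed there (1.28), so that its failure to pass depends on this library. With every library kept, IDI1 passed there with the replicate axis as a covariate (0.62, adjusted p = 0.00880). In the labelled comparison IDI1 likewise passed without replicate 3 of the labelled libraries (0.29). Beyond these sign changes, leaving out a replicate moved 5 results of single genes past the threshold and 13 below it, and 5 list results past it. The block moved 1 result of a single gene past it and 2 below it, and 2 list results past it, 1 of them the integrin list in the labelled comparison (0.0379). With the block MAP1LC3B did not pass in K562+L against K562 (adjusted p = 0.0725). An estimated correlation took 22 list results below the threshold, and fry brought 14 past it, 12 in the same direction and 2 with the direction turned, the autophagy and solute carrier lists in K562/IM against K562. Unless stated, the cause was not tested.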

Differences from the paper's values

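The paper gives 316 up-regulated and 788 down-regulated genes between K562/IM and K562/IM+L, and calls 104 genes altered, although its 2 parts add to more. The libraries labelled K562/IM+L gave 2022 higher and 1895 lower genes, 3917 in all. None of the alternatives set before the data were examined closed the gap for any of the 3 numbers.

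The log2 fold changes read by eye from Fig. 2E also differed. The figure shows GABRE at about -2.4, against -3.92 here, and ITGA2B at about -2.0, against -3.34. It shows IDI1 at about -2.2, against -0.077, and DLK1 at about -2.1, against -0.037. It shows VGF at about 3.2, against -2.35, DUSP8 at about 3.0, against -0.023, and EPAS1 at about 1.9, against -1.26. It shows PHLDA1 at about 1.6, against -4.40, and HSPA8 at about 1.4, against -0.061. None of the alternatives set before the data were examined closed any of these gaps. In the other comparison, K562+L against K562, EPAS1 had 1.91, PHLDA1 1.61 and DLK1 -2.1, near the figure. Further from it were GABRE with -2.94, VGF 1.28, DUSP8 5.35, ITGA2B -0.66, HSPA8 0.64 and IDI1 -0.45. Each of these genes had the figure's sign in K562+L, and all but ITGA2B lay nearer the figure than in the labelled comparison. ITGA2B was about as far from it in both. In the labelled comparison VGF, DUSP8, EPAS1, PHLDA1 and HSPA8 had the other sign.

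Of the 22 genes drawn as higher in Fig. 2B, 4 were higher in the libraries labelled K562/IM+L, and of the 28 drawn as lower, 18 were lower. The paper describes SQSTM1 as clearly raised in K562/IM+L, and its log2 fold change was 0.54, under the threshold of 1. It passed when the adjusted p alone was used (edgeR adjusted p = 7.7e-04). The paper's KEGG analysis places autophagy among the leading pathways, and the autophagy list had an adjusted p of 0.608 and 0.138 in the lycorine comparisons with camera. Under fry, which does not compare a list with other genes, it passed in both (0.0119 and 5.1e-05). The PI3K/Akt list, which the paper also names, had an adjusted p of 0.319 and 0.906 with camera and of 0.123 and 0.240 under fry.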

Other observations

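Of the tests in this part, the one on the length axis and the one on library totals were chosen after the result was seen. The tests on the genes that differ several-fold between replicates were not.

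Messenger RNA of the blotted proteins was measured in the same groups. In K562/IM against K562, ABCB1 was higher (log2 fold change 3.74, adjusted p = 5.1e-07 from edgeR's quasi-likelihood test), BECN1 0.29 (adjusted p = 0.00840), SQSTM1 0.34 (adjusted p = 0.00969) and BCL2 -3.58 (adjusted p = 1.6e-05), while ATG5, MAP1LC3B and BAX did not pass. With upper-quartile normalization ATG5 did (0.21, adjusted p = 0.0472), as with the replicate axis as a covariate (adjusted p = 0.0255). The paper blots p62 and Atg5 as lower in K562/IM. In K562+L against K562, BECN1 was -0.43, ATG5 -0.40, MAP1LC3B 0.34, ABCB1 1.28 and MKI67 0.69, each at an adjusted p from 0.00213 to 0.0216. ATG5, MAP1LC3B and MKI67 each lost significance in 3 of the 6 fits that left out 1 library. BAX did not pass (-0.44, adjusted p = 0.0510), but did with DESeq2 (adjusted p = 0.0172), its size factors (0.0499), upper-quartile normalization (0.0405), all 12 libraries in one fit (0.0354), counts divided by 4 (0.0457), the replicate axis as a covariate (5.4e-04) and without K562 replicate 1 (0.00923). In the libraries labelled K562/IM+L against K562/IM, ABCB1 was -4.92 (adjusted p = 4.9e-06), ATG5 -0.77 (adjusted p = 4.2e-05) and BECN1 -0.44 (adjusted p = 8.5e-04), and the paper blots the 3 proteins as lower there. MAP1LC3B was 0.36 (edgeR adjusted p = 0.00816) and BCL2 2.08 (edgeR adjusted p = 5.8e-04), and the paper gives LC3-II and Bcl-2 as lower. LC3-II is the membrane-bound form of the protein, which the MAP1LC3B transcript does not measure. BAX did not pass (adjusted p = 0.830). MKI67, higher in K562+L, was lower in the labelled libraries and did not pass in the main fit. It passed with DESeq2 (-0.46, adjusted p = 0.0135), the replicate number as a block (adjusted p = 0.0119) and all 12 libraries in one fit (adjusted p = 0.0479). It also passed with the replicate axis as a covariate (adjusted p = 1.8e-04) and without replicate 3 of the labelled libraries (adjusted p = 2.1e-04).

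Among the 16 lists, the following passed with camera. In K562+L against K562 the ATF4 targets (median log2 fold change -0.68, adjusted p = 2.1e-14), sterol synthesis (-0.51, 1.3e-06) and globin and haem lists (-0.46, 9.1e-05) were lower. The ribosome processome (0.45, 4.7e-09), zinc finger (0.23, 0.00144), MAPK/RAS, S phase (0.21, 0.0104) and G2/M (0.18, 0.0236) lists were higher there. In the libraries labelled K562/IM+L against K562/IM, sterol synthesis (0.56, 0.0104) and the globin list rose, and the processome (-0.82, 1.2e-06), heat shock (-0.52, 0.0104) and S phase (-0.66, 9.1e-05) lists fell. In K562/IM against K562 the collagen (2.26, 7.2e-07), integrin (1.25, 2.9e-04) and ion channel (0.67, 0.0104) families were higher, and the ATF4 (-0.39, 0.00318), sterol (-0.57, 0.00129), processome (-0.62, 1.2e-08), heat shock (-0.50, 0.00144), globin (-1.08, 9.3e-10) and S phase (-0.24, 0.0104) lists lower. With genes at or under 3 counts in a group set to their bound, the collagen median was 2.17. With all 12 libraries in one fit the ion channel list did not pass (adjusted p = 0.0579), while the zinc finger list did in K562/IM against K562 (adjusted p = 0.0407, against 0.0712 in the pairwise fit). With an estimated correlation none of these passed, but some lay just over the threshold at a shared adjusted p of 0.0503. These were the ATF4, sterol and processome lists in K562+L and the processome and globin lists in the labelled comparison. In K562/IM against K562 they were the processome and collagen lists. The other results that had passed in the main setting had an adjusted p from 0.0936 to 0.484.

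Libraries of 1 group differed along a single axis that held 49% of the variance within groups. Gene loadings on it correlated with transcript length across 9433 genes (Spearman rho -0.721) and with GC content (rho 0.599), and genes are not independent replicates. A bias by gene length or GC content, as from RNA integrity or library preparation, is a candidate source. Library totals within groups had a Spearman rho of -0.490 and a Pearson r of -0.509 with the axis over 12 libraries (permutation p = 0.116 for rho), so that library size cannot be told apart with so few libraries. No biological explanation was tested.

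Of 6318 abundant genes, 104 had a standard deviation within groups over 0.5 on the log2 scale, against a median of 0.122, IDI1 among them. With the length axis removed, 89 of the 104 stayed over 0.5, which argues against that bias as the whole source. Their longest annotated 3' untranslated region had a median of 2912 bases, against 1746 bases in random lists matched on expression (share at or above 1e-04, the smallest these lists can give). Counts built from transcript models with long untranslated regions may give such jumps, and any source that acts on long transcripts would show the same. Values of these genes rest on few libraries.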
